A study of Mus musculus with 8 samples. Its data were reported in "YTHDF2 suppresses the 2C-like state in mouse embryonic stem cells via the DUX-ZSCAN4 molecular circuit" (2025).

How the data were processed

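Methylated RNA immunoprecipitation sequencing (MeRIP-seq) was carried out by the authors in mouse embryonic stem cells (ESCs) of the E14 line. In this method poly(A) RNA is fragmented, the fragments that carry N6-methyladenosine (m6A) are pulled down with an antibody, and the pulled-down RNA (IP) is sequenced beside an unselected part of the same RNA (input). Cells had been given DMSO, the solvent control, or doxycycline (Dox) for 24 h. The labels gave 8 libraries in 4 groups of 2 replicates, which were DMSO IP, DMSO input, Dox IP and Dox input.

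According to the study's methods, reads were filtered with fastp, aligned to the mouse genome (mm10) with hisat2, and peaks of IP over input were called with exomePeak2. The version and settings of the peak caller, and the way in which the replicates of a treatment were combined, were not stated. The deposited peak lists gave 1 list per treatment, so that no value per replicate could be computed. Each line held a peak's chromosome, start, end, strand, exon blocks and a value of its own. That value was read as the authors' −log10 p-value of the peak, because every value was at least 10.0, the highest finite value was 296, and 4 peaks across both lists were infinite, as the logarithm of a p-value of 0 would be. Whether it was adjusted for multiple tests was not stated. It is called the score here, it is the authors' own, and it was used to describe, rank or filter the peaks of each list. As an alternative, 1 score threshold was applied to both lists and the numbers of peaks left were compared, which assumes that the scores of the lists are on a common scale. Read depth per library was not analysed here. A deeper library gives lower p-values and more peaks at a fixed threshold, so that a difference in the number of peaks carries a difference in depth with it.

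The peak coordinates were compared with GENCODE release M21 of the GRCm38 genome (mm10). Of the inner block edges of spliced peaks, 99.9% in the DMSO list and 99.9% in the Dox list lay at an annotated exon edge, which was taken as a check of the build. A peak's length was the sum of its exon blocks. A peak was counted as shared when at least 1 base of its exon blocks lay in a peak of the other list on the same strand, and as list-only otherwise. A gene was counted as carrying a peak when at least 1 base of the peak lay in its exons on its strand. Positions along mRNA used 1 transcript per gene, the one with the longest coding sequence, and a peak lay at the stop codon when its middle base was within 200 nt of the first base of that codon. The motif GGAC was searched on the peak's strand in the sequence of its exon blocks, and DRACH (D being any base but C, R a purine and H any base but G) was searched in the same way.

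With 1 list per treatment there was no replicate spread, and no test between treatments was made. Shares are given with Wilson 95% intervals, ratios of peak numbers with intervals from the Wilson interval of the share, and differences of medians with intervals from 1000 resamplings of peaks. These intervals cover counting error only. Peaks are not independent replicates. Shares were set against 100 random placements. For overlap, the peaks of the other list were placed in the exons of any gene that carried a peak in either list, or, as an addition, in the exons of their own gene. For the stop codon and the motif, each peak was placed at random in its own transcript. Gene lists were compared with 10000 random gene sets matched on exonic length, each gene being drawn from the 200 protein-coding genes closest to it in length. These sets were not matched on expression, which was not analysed here.

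Alternative settings covered the score threshold, the overlap that counts as shared, strand, introns, equal list sizes, near-identical loci, the transcript, the window at the stop codon and the motif. Equal list sizes means the 13001 top-scoring peaks of each list. The genes named were those that the study names in its m6A results, the m6A writers and readers Mettl3, Mettl14, Ythdf1, Ythdf2, Ythdf3 and Ythdc1 with Cnot1, the members of a fixed list of 2C genes and a fixed list of pluripotency genes, and up to 5 genes per direction with most peaks in one list and none in the other. Single peaks named were the 3 best-scoring peaks and the 3 best-scoring list-only peaks of each list. The groups, measures, gene lists, these rules and the alternatives were fixed before the data were examined, except where stated.

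Near-identical loci were searched with blastn 2.17.0 against the C57BL/6J chromosomes and unplaced sequences of GRCm38, without patches or alternate loci. Another locus was counted when at least 90% of the peak sequence matched elsewhere in a single alignment with at least 98% identity. A match split by introns could therefore be missed. The analysis was run in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The overlap, gene and stop codon steps were tested on simulated peaks placed in annotated transcripts. The overlap step returned 60.0% for a simulated share of 60.0% over 5934 peaks, 100% of these peaks were assigned to their gene, and the stop codon step returned 31.5% for a simulated 31.5% over 5629 peaks.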

Results

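m6A peaks were compared between mouse ESCs given DMSO and mouse ESCs given Dox for 24 h. In the cell line of the study, Dox switches on a transgene of Dux, a transcription factor that moves ESCs toward a state resembling the 2-cell embryo (2C-like cells). The comparison asks how the m6A landscape of mRNA differs once this change has been set off. MeRIP-seq libraries of 2 replicates per group were made from IP and input RNA, 8 libraries in all, and the peaks were given as 1 list per treatment. No value here therefore has a replicate error. The intervals are 95% intervals of counting error, and no p-value between treatments is given.

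The DMSO list held 18895 peaks and the Dox list 13001, a ratio of 1.45 (95% interval 1.42 to 1.49). The alternative that moved this ratio most was a score of at least 50, chosen after the data were seen, at which 86 DMSO peaks and 41 Dox peaks were left and the ratio was 2.10 (1.45 to 3.04). The exon blocks of the peaks covered 3618790 bases in the DMSO list and 2461438 bases in the Dox list, a ratio of 1.47 (1.42 to 1.52). Counting whole spans with introns moved it most, to 1.86. Over all peaks the length distributions were alike, although at matched sites the DMSO peak was more often the longer one (given with the overlapping pairs). The median over all peaks was 125 nt in each list, with quartiles of 50 and 225 nt, and 16.6% of DMSO peaks and 16.5% of Dox peaks were 25 nt long. Nearly every length was a multiple of 25 nt (99.8% of DMSO and 99.7% of Dox peaks). More DMSO peaks were spliced, with 26.4% against 21.8%. The median score was 11.6 in the DMSO list and 11.5 in the Dox list.

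The difference in number was spread over the genome. On chromosomes 1 to 19 and X the ratio of DMSO to Dox peaks ran from 1.34 on chromosome 19 (608 against 454 peaks) to 1.57 on chromosome 3 (759 against 482). It was above 1.2 on 20 of these 20 chromosomes, and 0 of the 20 intervals excluded the ratio of the whole lists. Chromosome Y carried 2 DMSO peaks and 3 Dox peaks, too few for a comparison.

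Most Dox peaks lay where the DMSO list also had a peak, while a smaller share of DMSO peaks lay where the Dox list had one. Of the 13001 Dox peaks, 12050 were overlapped by a DMSO peak, or 92.7% (92.2 to 93.1), and 951 were found in the Dox list only. Of the 18895 DMSO peaks, 10761 were overlapped by a Dox peak, or 56.95% (56.2 to 57.7), and 8134 were found in the DMSO list only. When the peaks of the other list were placed at random in the exons of genes with a peak, the mean over 100 placements was 17.8% for Dox peaks and 12.8% for DMSO peaks. With placements kept to each peak's own gene it was 29.3% and 20.3%, and no placement exceeded 30.0% or 20.9%. Requiring 50% of both peaks to be shared moved the Dox share most, to 61.8%, while the top-scoring 50% of the DMSO list gave the largest move of the DMSO share, to 75.8%. With 13001 peaks in each list the shares were 81.5% for Dox and 71.1% for DMSO peaks.

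**Figure D1:**
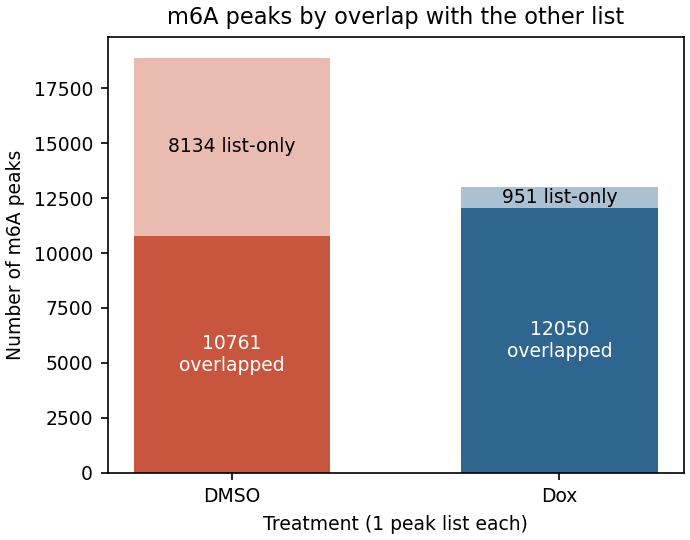
Number of m6A peaks (y axis) in the DMSO and Dox lists (x axis), split into peaks overlapped by at least 1 base of a peak of the other list (dark) and list-only peaks (light). The Dox list holds 951 list-only peaks and the DMSO list 8134.

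The lists shared 2289753 bases, 63.3% of the bases in DMSO peaks and 93.0% of those in Dox peaks. They formed 12372 overlapping pairs, of which 1553 (12.6%) had identical exon blocks. In 8891 pairs each peak overlapped no other peak of the other list. The DMSO peak was the longer one in 6124 of these, the Dox peak in 973, and the lengths were equal in 1794. The median length was 200 nt for the DMSO peak and 150 nt for the Dox peak.

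Overlap depended on the score. In the DMSO list the share of overlapped peaks fell from 87.7% (86.1 to 89.1) in the decile with the highest scores to 11.9% (10.5 to 13.4) in the lowest decile, where random placement in own genes gave 8.16%. In the Dox list it was 96.8% (95.7 to 97.6) in the highest decile and 77.2% (74.9 to 79.4) in the lowest, where random placement gave 16.7%. The median score percentile of shared DMSO peaks lay 35.9 points above that of DMSO-only peaks (34.7 to 37.1), and a shared peak outranked a DMSO-only peak in 77.0% of pairs. For Dox peaks the difference was 32.2 points (29.9 to 34.5), and a shared peak ranked higher in 72.1% of pairs. List-only peaks were also shorter, with a median of 50 nt against 200 nt for shared peaks in the DMSO list and 25 nt against 150 nt in the Dox list. Among peaks of 25 nt alone the differences were 13.7 and 4.54 points.

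**Figure D2:**
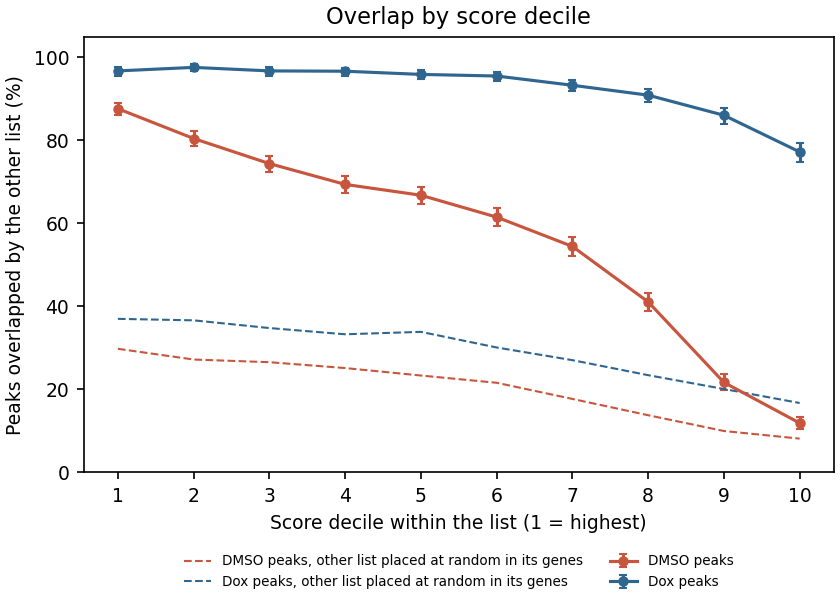
Share of peaks overlapped by the other list in percent (y axis) by score decile within each list (x axis, 1 is the highest), with Wilson 95% intervals as bars. Dashed lines give the mean over 100 placements of the other list in its own genes, and the DMSO share falls from 87.7% to 11.9% while the Dox share stays at 77.2% or above.

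The 3 best-scoring peaks of each list had a Lars2 peak and an Rpl41 peak in common. In the DMSO list they were a peak of 150 nt in the 3′UTR of Lars2 (chromosome 9, 123461789 to 123461938, plus strand), a spliced peak of 275 nt in the coding sequence of Npm1 (chromosome 11, 33155413 to 33157060, minus strand) and a peak of 50 nt in the coding sequence of Rpl41 (chromosome 10, 128548638 to 128548687, minus strand). All 3 had an infinite score. In the Dox list they were the same Rpl41 and Lars2 peaks, with an infinite score and a score of 294, and a peak of 100 nt in the coding sequence of Rpl13 (chromosome 8, 123103875 to 123103974, plus strand) with a score of 201. The best-scoring DMSO-only peaks were short and lay in coding sequence. They were in Eef1a1 (chromosome 9, 78480402 to 78480426, 25 nt, score 36.7), Rpl31 (chromosome 1, 39370086 to 39370135, 50 nt, score 35.6) and Trip12 (chromosome 1, 84750432 to 84750506, 75 nt, score 28.4). The best-scoring Dox-only peaks lay in the coding sequence of Tcstv1 (chromosome 13, 119893838 to 119893887, 50 nt, score 53.0), the coding sequence of Zscan4c (chromosome 7, 11006577 to 11006901, 325 nt, score 38.1) and the 5′UTR of Zscan4d (chromosome 7, 11166088 to 11166159, 72 nt, score 37.3).

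The study also asked which transcripts carry m6A in each state. DMSO peaks lay in 6244 genes and Dox peaks in 5008, with 4844 genes in both lists, 1400 in the DMSO list only and 164 in the Dox list only. Thus 77.6% (76.5 to 78.6) of DMSO genes and 96.7% (96.2 to 97.2) of Dox genes were shared. With each peak assigned to 1 gene, also an alternative added after the data were seen, the lists gave 6059 and 4867 genes. Keeping genes with at least 2 peaks moved the DMSO share most, to 87.8%, and equal list sizes moved the Dox share most, to 90.3%. Of the genes in both lists, 2373 had more DMSO peaks, 647 had more Dox peaks and 1824 had as many of each. Genes found in one list only mostly had a single peak, with 892 of 1400 in the DMSO list and 112 of 164 in the Dox list. Those with most peaks in the DMSO list alone were Ttn (20 peaks, chromosome 2), Cep295 (15 peaks, chromosome 9), Kif20b (10 peaks, chromosome 19), Zfp638 (9 peaks, chromosome 6) and Wwp2 (8 peaks, chromosome 8), with scores of up to 14.3. In the Dox list alone they were the processed pseudogene Gm15455 (7 peaks, chromosome 1), Marveld1 (6 peaks, chromosome 19), Sox3 (6 peaks, chromosome X), Usp17la (5 peaks, chromosome 7) and Tmem72 (5 peaks, chromosome 6), with scores of up to 15.0.

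The position of peaks along mRNA was similar in both lists. Coding sequence held 72.1% (71.4 to 72.8) of DMSO peaks and 71.2% (70.4 to 72.0) of Dox peaks by their middle base, against 61.7% and 61.6% after random placement in the same transcripts. The 3′UTR held 24.5% (23.8 to 25.1) and 24.9% (24.2 to 25.7), below the 33.4% and 33.3% of random placement. The 5′UTR held 3.44% and 3.86%. Within 200 nt of the stop codon lay 22.9% (22.3 to 23.5) of DMSO peaks and 25.1% (24.3 to 25.9) of Dox peaks. Random placement gave a mean of 12.5% and 12.8% with maxima of 13.0% and 13.5%. The alternative that moved these shares most was a window of 400 nt, with 35.1% and 37.99%. Shared peaks lay at the stop codon more often than list-only peaks, with 26.4% (25.6 to 27.3) against 18.1% (17.2 to 18.98) in the DMSO list and 25.4% (24.6 to 26.2) against 20.7% (18.1 to 23.5) in the Dox list.

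**Figure D3:**
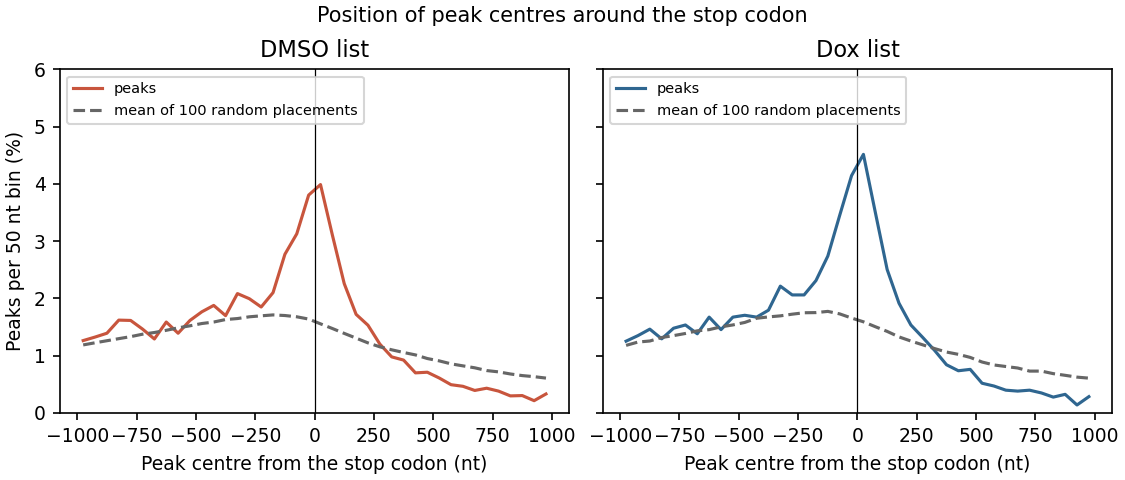
Share of peaks in percent per bin of 50 nt (y axis) by the distance of the peak's middle base from the stop codon in nt (x axis, negative is upstream), for the DMSO list (left) and the Dox list (right). Solid lines are the peaks and dashed lines the mean of 100 random placements, and the bin from 0 to 50 nt holds 3.99% of DMSO peaks and 4.51% of Dox peaks against 1.55% and 1.59% after random placement.

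The motif GGAC was present in 54.0% (53.3 to 54.7) of DMSO peaks and 55.9% (55.0 to 56.7) of Dox peaks. For the peaks that could be placed on a transcript it was 54.7% and 56.5%, which was 10.7 and 12.1 percentage points above the mean of random placement in the same transcripts. The reverse complement GTCC was found in 36.7% and 37.0% of these peaks, below the 38.6% and 38.7% of random placement. The alternative that moved the share most was the DRACH consensus, present in 84.9% of DMSO peaks and 85.4% of Dox peaks. This broader motif was present after random placement in 81.3% and 80.98%, against 85.5% and 86.0% of the peaks on transcripts. GGAC was more frequent in shared than in list-only DMSO peaks, with 69.2% against 33.9%, and this narrowed to 53.1% (51.3 to 54.9) against 47.0% (45.3 to 48.8) among peaks of 75 to 150 nt. In the Dox list the values were 57.9% against 29.9%, and 52.2% (50.7 to 53.8) against 47.6% (41.02 to 54.3) among peaks of 75 to 150 nt, where the intervals overlapped.

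Transcripts of the 2C-like state were examined through a fixed list of 24 names that stood for 23 annotated genes, Dux being annotated as Duxf3. Peaks were found over 4 of these genes in the DMSO list (13 peaks) and over 16 in the Dox list (49 peaks), and all 4 were among the 16. Random gene sets of the same lengths had a median of 4 genes with a DMSO peak and 3 with a Dox peak. They were not matched on expression, and their genes were drawn singly, whereas copies within a gene family can share reads. The Dox count exceeded 100% of the 10000 sets and the DMSO count 48.8% of them. The alternative that moved these counts most, added after the data were seen, kept only peaks with no other locus of at least 95% identity over at least 50% of the peak. It left 5 genes with a Dox peak and 0 with a DMSO peak. The genes with a peak in both lists were Zscan4b, Zscan4c, Zscan4d and Zscan4f. Their best DMSO scores ran from 10.7 in Zscan4d to 13.0 in Zscan4f, and their best Dox scores from 37.4 in Zscan4d to 119.97 in Zscan4b. Scores are ranked within a list only, and these were at percentiles of 15.1 to 75.8 among DMSO peaks and 99.4 to 99.9 among Dox peaks. The genes with a peak in the Dox list alone were Duxf3, Zscan4a, Usp17la, Usp17lb, Usp17lc, Usp17ld, Usp17le, Zfp352, Tcstv1, Tcstv3, Tdpoz3 and Tmem92. Of the 49 Dox peaks over 2C genes, 27 (55.1%) had another locus of at least 98% identity over at least 90% of their sequence, as did 11 of the 13 DMSO peaks, so that the copy from which their reads came is uncertain.

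Duxf3 (ENSMUSG00000075046.7, chromosome 10, 58229979 to 58232675, minus strand) carried 4 Dox peaks and 0 DMSO peaks. The best-scoring of them covered 58231351 to 58231650 in the coding sequence, with a score of 20.6, and 4 of the 4 peaks had a near-identical locus elsewhere. Zscan4a (ENSMUSG00000110097.1, chromosome 7, 10794242 to 10799057, minus strand), annotated as an unprocessed pseudogene, carried 4 Dox peaks and 0 DMSO peaks. Its best peak spanned 10794667 to 10795925 with a score of 31.5, and 2 of its 4 peaks had a near-identical locus. Usp17la (ENSMUSG00000054568.7, chromosome 7, 104857009 to 104862667, plus strand) carried 5 Dox peaks, of which 2 had such a locus, and 0 DMSO peaks. By another assay, m6A pull-down and quantitative PCR, the study found m6A on Dux, Zscan4a and Usp17la mRNA in DMSO cells as well. A count of 0 DMSO peaks therefore does not mean that they were unmethylated. Zscan4d (ENSMUSG00000090714.10, chromosome 7, 11161374 to 11166159, minus strand) had 1 DMSO peak of 25 nt and 4 Dox peaks that covered 1672 bases of its exons. Zscan4c (ENSMUSG00000054272.6, chromosome 7, 11005745 to 11010547, plus strand) had 4 DMSO peaks over 600 bases and 3 Dox peaks over 1625 bases.

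Pluripotency transcripts were examined in the same way. Of 15 genes, 15 had a DMSO peak and 14 a Dox peak, with 55 and 52 peaks, and in each list the count exceeded 100% of the random sets. Those sets were not matched on expression, so the comparison cannot separate methylation from expression in ESCs. Prdm14 was the gene without a Dox peak, and its best DMSO peak had a score of 10.5. With equal list sizes, an alternative added after the data were seen, 14 genes had a peak in each list. This follows by construction, since that alternative leaves out the lowest-scoring DMSO peaks. The best Prdm14 peak was at percentile 10.5 of the DMSO scores. Nanog (ENSMUSG00000012396.12, chromosome 6, 122707489 to 122714633, plus strand) had 4 DMSO peaks over 850 bases and 3 Dox peaks over 750 bases. In each list a Nanog peak covered 122713142 to 122713616, which includes the stop codon at 122713553, and the best-scoring Nanog peak lay in the 3′UTR from 122714417, to 122714616 in the DMSO list (score 15.0) and to 122714591 in the Dox list (score 17.8). Sox2 (chromosome 3) had 1 peak in each list, of 1425 nt in DMSO and 1350 nt in Dox. Pou5f1 (chromosome 17) had 3 peaks in each, covering 875 and 850 bases.

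**Figure D4:**
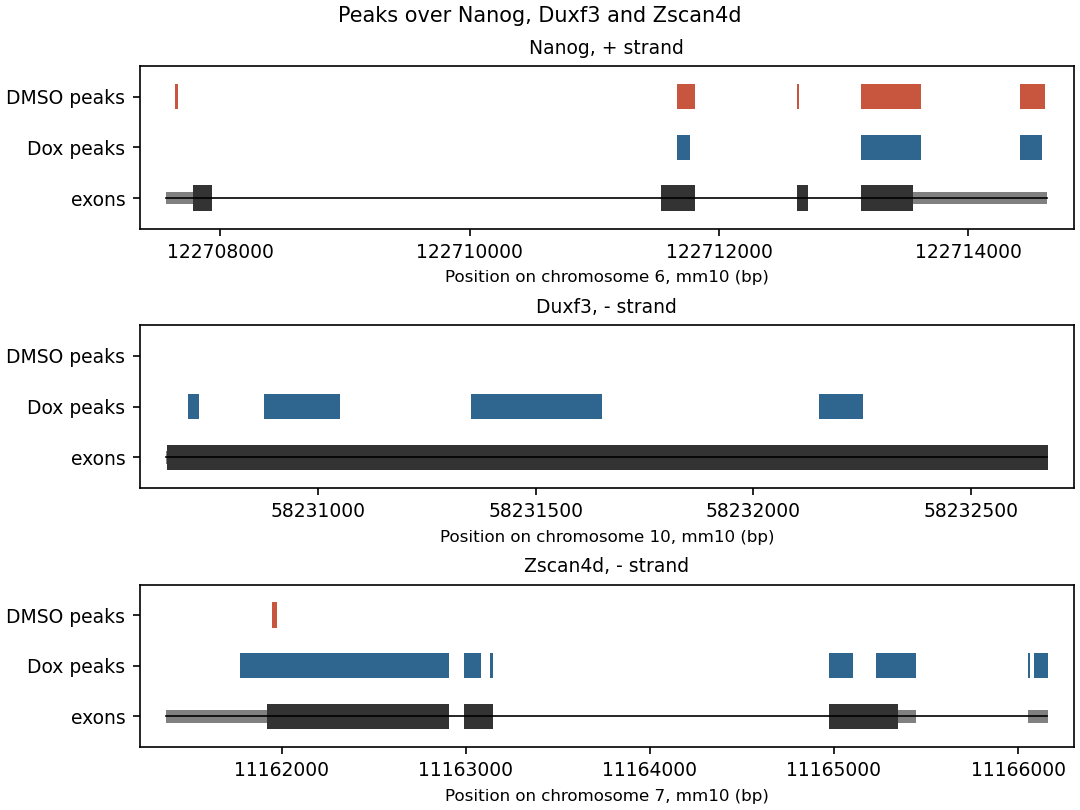
Exon blocks of the peaks of the DMSO list (top line of each panel) and the Dox list (middle line) over the exons of Nanog, Duxf3 and Zscan4d (bottom line, coding sequence as tall dark boxes), with the position on the chromosome in bp on the x axis (mm10). Nanog has 4 DMSO and 3 Dox peaks, Duxf3 has 0 and 4, and Zscan4d has 1 and 4.

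Among the m6A writers and readers and Cnot1, 5 of 7 genes had a DMSO peak and 6 of 7 a Dox peak. Ythdf1 had 2 peaks in each list. Ythdf2 had 3 DMSO peaks over 1625 bases and 4 Dox peaks over 1400 bases, Ythdf3 had 4 and 3 peaks, Ythdc1 had 7 and 5, and Cnot1 had 8 and 5. Mettl3 had 0 peaks in either list, and Mettl14 had a Dox peak of 25 nt with a score of 10.1 and 0 DMSO peaks.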

Values the study reported

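For cells given DMSO, the study reported 17,134 m6A peaks, which lay in 6068 transcripts. For cells given Dox it reported 12,002, which lay in 4867. Its differential analysis gave 2639 peaks across 2060 genes, of which 2188 peaks in 1688 transcripts were higher after Dox and 451 peaks in 372 transcripts were lower.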

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

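The score thresholds of 15, 20 and 50, the assignment of each peak to 1 gene, the restriction of 2C peaks to those without a near-identical locus and the alternatives for the pluripotency list were chosen after the data were seen, and the others before. Of 70 alternative values over 16 results, 31 stayed within the interval of the main value (or, for counts of genes, within 1.5 times of it) and 39 moved outside it. Of the 31, 3 could not move, since equal list sizes keeps the whole Dox list (its stop codon share and its counts of 2C and pluripotency genes). Merging touching peaks, also among the 31, found none to join in either list. The DMSO list held more peaks and covered more bases, and the Dox share of overlap was the higher one, under every alternative run. No paired analysis was possible because each treatment has 1 peak list in which the replicates are already combined, and leaving out a replicate was not possible for the same reason.

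The ratio of peak numbers, 1.45, rose to 1.60 at a score of at least 11.6 (the median of the DMSO list), and to 1.77, 1.79 and 2.10 at scores of at least 15, 20 and 50. Merging touching peaks joined none in either list, so the ratio stayed as it was. Leaving out unplaced sequences did not move it. The ratio of covered bases, 1.47, was 1.86 with introns included and 1.28 with equal list sizes. The rise of the ratio with the score was seen after the fact and its cause was not tested.

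Overlap depended on how it was counted. With 50% of the peak itself required, 47.4% of DMSO and 91.3% of Dox peaks were shared, and with 50% of both peaks, 42.5% and 61.8%. Equal list sizes gave 71.1% and 81.5%, closer to each other but still apart. With equal numbers of peaks, the shares can differ only through peaks that overlap several peaks of the other list. In the whole lists, 1297 DMSO peaks overlapped 2 or more Dox peaks, and 292 Dox peaks overlapped 2 or more DMSO peaks. Why more DMSO peaks did so was not tested. In the top-scoring 50% of a list they were 75.8% and 96.8%. Strand and introns did not move them. Genes with at least 2 peaks were shared in 87.8% (DMSO) and 98.3% (Dox), and with equal list sizes 86.4% and 90.3%.

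The difference in median score percentile between shared and list-only peaks was 33.8 points in the DMSO list with 50% of both peaks required, and 34.1 (DMSO) and 36.1 (Dox) points in genes with peaks in both lists. It shrank to 13.7 and 4.54 points among peaks of 25 nt, which leaves out the difference in length. At the stop codon the shares were 14.1% and 15.6% within 100 nt and 35.1% and 37.99% within 400 nt, by construction of the window, and 26.2% in the top-scoring 50% of Dox peaks. GGAC was found in 46.1% and 48.6% of peaks within 100 nt around the centre and in 62.4% and 65.7% of the top-scoring 50%. DRACH was found in 84.9% and 85.4%, and GTCC in 36.6% and 37.0%, which are other motifs. Of the 2C genes, 4 had a DMSO peak and 16 a Dox peak. With peaks that had another locus of at least 98% identity over at least 90% left out, 2 and 11 did, and with loci of at least 95% identity over at least 50%, 0 and 5, by construction from fewer peaks. Depth per library was not analysed here, which limits what the number of peaks can say about methylation.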

Other observations

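The limits for the tests on merged peaks, on chromosomes, on gene families, on 2C peaks without a near-identical locus, on the top decile of DMSO-only peaks and on the transgene were set after the result was seen, and those of the other tests before.

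The longer DMSO list was examined for a technical origin. Merging of neighbouring peaks in the Dox list would leave the covered bases about equal, but their ratio was 1.47, close to that of the peak numbers. A few loci or a single chromosome would leave most chromosomes even, but the ratio was above 1.2 on 20 of 20. Lower power of the Dox libraries near the calling threshold cannot be told apart from a loss of sites after Dox. Of the top-scoring 50% of Dox peaks, 96.8% were in the DMSO list, which was above the limit set beforehand for lower power, but a list that had lost sites would show this too, and 92.7% of the whole Dox list was overlapped. The excess of DMSO peaks did not shrink away from the threshold. The ratio was 1.60, 1.77, 1.79 and 2.10 at scores of at least 11.6, 15, 20 and 50. Scores themselves are lower at a lower depth, so that this rise does not exclude a lower depth of the Dox libraries either. Lower expression of the methylated transcripts after Dox was not tested and stays open, and the number of peaks is no measure of how strongly each site is methylated. The study itself described a higher m6A level after Dox, which the length of a peak list neither contradicts nor bears out.

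Of the 1889 DMSO peaks in the top score decile, 233 had no overlapping Dox peak although their scores were high. They were short, with a median of 50 nt against 175 nt for the shared peaks of that decile. These may be short segments of transcripts that keep other peaks, since 203 of them, or 87.1% (82.2 to 90.8), lay in genes that carry a Dox peak. Among DMSO-only peaks of any score the share in such genes was 73.3%. Whether the segments lost methylation or missed the threshold was not tested.

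Some of the strongest Dox-only peaks lay over gene families. Of the 50 best-scoring Dox-only peaks, 18 lay over genes of the 2C list, against 0 of the 50 best-scoring DMSO-only peaks. Among Dox-only peaks of at least 100 nt, 67 of 213 had another near-identical locus, or 31.5% (25.6 to 37.97). The share was 7.40% (5.42 to 10.03) in 500 DMSO-only peaks drawn at random, and 6.60% (4.74 to 9.12) in 500 shared Dox peaks. Reads shared between copies could therefore place part of the Dox-only signal on copies that are not transcribed. How the aligner reported such reads was not stated. Activation of gene families by Dux, which are themselves multicopy, would give the same share and stays open, untested. Near-identical loci were also frequent among the 100 best-scoring peaks of at least 100 nt, with 22 of 100 in the DMSO list and 24 of 100 in the Dox list.

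For the 2C genes, shared reads are a candidate explanation for part of the 49 Dox peaks, since 55.1% of them had a near-identical locus. Whether they account for the whole of the pattern was not settled. With a wider search, for loci of at least 95% identity over at least 50% of a peak, 6 Dox peaks in 5 genes (Tcstv3, Tmem92, Usp17la, Usp17lb and Usp17le) had no such locus, and none of these 5 genes had a DMSO peak. The search counted single alignments only. A match split by introns, or an identical stretch below 50% of the peak, could therefore be missed. That Dux induction brings the transcripts of these 5 genes to a level at which their m6A can be seen is a hypothesis, because expression was not analysed here. The study itself reported induction of 2C genes by Dox, measured by RT-qPCR. It also found m6A on Dux, Zscan4a, Zscan4c and Usp17la mRNA with and without Dox, by m6A pull-down and quantitative PCR (m6A-RIP-qPCR). A missing DMSO peak is thus no sign that a transcript was unmethylated in DMSO cells.

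The peaks over Duxf3 need care for another reason. A possible source is reads of the Dox-inducible Dux transgene, which would give peaks only inside the coding sequence if it carries no more than that. All 4 of the Dox peaks over Duxf3 lay wholly inside its coding sequence of 2025 bases, while 672 further exonic bases carried none. Peaks of the endogenous transcript could show the same pattern, so the origin of these 4 peaks stays open. What the transgene contains beyond the coding sequence was not known here.

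Transcription of repeats after Dox would raise the share of soft-masked (repeat) bases in Dox-only peaks. It was 8.85% against 8.26% in DMSO-only peaks, a difference of 0.584 percentage points (−2.28 to 4.87 from 1000 resamplings of genes). The limit set beforehand counted an interval that includes 0 against this explanation. The interval is wide enough to allow a rise of 4.87 points, however, so that the 2 possibilities cannot be told apart with this number of peaks. Repeats outside annotated exons were not part of the comparison.

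A higher share of GGAC could come from G and C content, as peaks had 52.8% (DMSO) and 53.8% (Dox) G and C against 50.7% and 51.04% after random placement. GTCC, which has the same content of G and C together, should then rise too. It fell in both lists instead, and in the Dox list, where it fell less, its change was −14.5% of the rise of GGAC. GTCC does not hold the same single bases as GGAC, however. A difference in single bases between peaks and the rest of the transcript was not tested and stays open. The content of G and C together therefore does not account for the GGAC share. The share of peaks at the stop codon was 9.90 percentage points or more above the highest of 100 placements in each list. Even placement along the same transcripts therefore does not account for it. A preference of peaks for long last exons, or an effect of calling in bins, was not modelled by these placements and stays open. Both shares were somewhat higher in the Dox list, and whether the treatment is behind that was not tested.

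The lists analysed here held 18895 DMSO peaks and 13001 Dox peaks. Both counts are higher than those quoted from the study above, and which filter lies between them is not known. With each peak assigned to 1 gene, an alternative added after the data were seen, the genes with a peak numbered 6059 in the DMSO list and 4867 in the Dox list. The first is slightly lower than the count of transcripts quoted above and the second equals it.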
